A study of Mus musculus with 18 samples. Its data were reported in "Pseudouridine guides germline small RNA transport and epigenetic inheritance" (2024).

How the data were processed

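Small RNAs from mouse NIH/3T3 cells were sequenced as input and after IP with a Ψ antibody, in WT cells and in cells 3 days (KD3) or 6 days (KD6) after knockdown of Pus1, with 3 replicates per group and 18 libraries in all. The authors trimmed the 3′ adapter and ran the reads through the SeqImp pipeline, version not stated, in its default mouse miRNA configuration with the mm10 assembly, Ensembl 89 and miRBase 21. They deposited estimated counts of mapped reads for each mature miRNA and precursor locus, not normalized and with replicates kept apart, in which a read that matches several loci is divided among them. Of the non-zero deposited values, 47.0% were not whole, and these estimated counts were rounded to whole numbers for testing. A second set of deposited columns gives the number of distinct read sequences, used here only for shares and for reads per distinct sequence outside miRNA rows. The authors tested their counts with DESeq2.

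The deposited table held 2045 miRNA rows for 1907 mature miRNAs, of which 78 had several rows (216 rows in all). Each miRNA was represented by the row with the largest total, and 1232 miRNAs had any read. A row with the total of mapped reads per library names no miRNA and was kept out of library sizes and tests. Reads in that total that fall in no miRNA row made up 5.60% ± 0.22 (SD, n = 3) of mapped reads in WT input and 32.4% ± 5.26 in KD3 IP, the lowest and highest group means. Depth ranged from 241109 mapped reads, in replicate A of the KD6 input, to 15099781, with 3989031 the next lowest. A count of 0 allows up to 3 counts, taken as the floor. Precursor hairpins were located for 2035 rows in GENCODE M21, an annotation of GRCm38, the assembly that mm10 also names. The sequence of a miRNA was taken as 22 nt of that genome from its 5′ end, positions counted from 1 there, to compute GC and uridine content. Coordinates are 1-based.

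Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr, glmQLFit and glmQLFTest) in one model with 6 group means over the 18 libraries and no block, which left 547 miRNAs. A Benjamini-Hochberg adjusted p under 0.05 was the threshold. The 9 comparisons were IP against input in each of 3 conditions, the 3 changes in that ratio between conditions (interaction contrasts), and the 3 pairs of input groups. SE is the size of the log2 ratio divided by the square root of F, and CPM values use TMM effective library sizes. The 2 lists were tested with fry in limma 3.58.1 on the same model, two-sided, with adjustment over 6 set tests, and with camera. The let-7 list was let-7a-5p, let-7b-5p, let-7c-5p, let-7d-5p, let-7e-5p, let-7f-5p, let-7g-5p, let-7i-5p and miR-98-5p, and the other list was miR-16-5p, miR-20a-5p, miR-30c-1-3p and miR-342-3p. The study selected both on these libraries. Rows of let-7j and let-7k also held counts and were tested, but were not in the let-7 list. Shares of reads were compared with two-sided exact permutation tests, and relations across miRNAs with 100000 permutations, 7 relations in the family.

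Comparisons, lists, alternatives and the naming rule were set before the data were examined, except where an alternative or test is said to have been chosen later. Every list member is named. Beyond these, the rule takes for each IP comparison the 3 largest changes in each direction, and for the other comparisons the 3 smallest p in each direction, among miRNAs past the threshold with a mean of at least 100 CPM over the 18 libraries. For IP comparisons all 3 IP libraries also had to lie on one side of all 3 inputs.

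Whether the replicate letters pair the libraries was checked from the correlation of deviations from the group means across 188 miRNAs with a mean log2 CPM above 5. Every same-letter pair was above 0.1 for KD3 against WT input (0.20 to 0.61) and for KD6 against KD3 input (0.24 to 0.34). Those libraries were treated as paired by this rule alone, and no label states what a letter shares. Libraries with different letters were not correlated for comparison, so the pairing is not established. The other comparisons had at least 1 pair at or under 0.1.

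The procedure was tested on simulated counts with the means, library sizes and dispersion of these libraries and up to 200 miRNAs changed. For IP against input, 61.5% of 187 miRNAs changed 2-fold and 93.2% of 191 changed 4-fold were called. For a change in enrichment the figures were 26.4% of 182 and 71.1% of 187, and for inputs 59.6% of 183 and 97.2% of 180. False calls made up 1.11% to 6.84% of the calls, and data without a change gave 0 calls among 510 and 515 miRNAs, for the change in enrichment and for IP against input.

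Alternatives were RLE (DESeq2-style) and upper-quartile factors, library size without factors, no abundance filter, a mean of at least 10 counts, all rows as deposited, the replicate letter or the IP and input pair as a block, only the libraries compared, DESeq2 1.42.0, an adjusted p under 0.01, a test beyond 2-fold (glmTreat), camera, and each replicate left out in turn. Added after the data were seen were copies summed per miRNA, total mapped reads as library size, a GC trend removed per library with a natural spline of 3 degrees of freedom, and the letter block on the 2 paired input comparisons, alone on their own libraries or with the GC trend removed. Figures were drawn with matplotlib 3.10.9 from tables made in Python 3.11.15. Libraries of an IP without the Ψ antibody were not used here, so enrichment is relative to input alone.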

Results

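Small RNA libraries from mouse NIH/3T3 cells, an embryonic fibroblast line, were compared before and after immunoprecipitation (IP) with an antibody against pseudouridine (Ψ), a modified form of uridine. The cells were wild type (WT) or had been knocked down for Pus1, which encodes an enzyme that makes Ψ, for 3 days (KD3) or 6 days (KD6). Each condition had 3 input libraries and 3 IP libraries, 18 in all, with replicates named A, B and C. The table covers microRNAs (miRNAs) only, so the level of the Pus1 transcript was not analysed here and the knockdown itself could not be checked.

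Mapped reads ranged from 3989031 to 15099781 per library, apart from replicate A of the KD6 input, which had 241109. Mean mapped reads were 11362731 for WT input and 6284167 for WT IP, 12251477 and 6127626 for KD3 input and IP, and 5305784 and 6262148 for KD6 input and IP (n = 3 libraries each). Replicate A of the KD6 input contained reads of 382 mature miRNAs, and the other libraries contained reads of 576 to 903. Intervals and floors drawn from such counts cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

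Reads outside the miRNA rows made up 5.60% ± 0.22 of mapped reads in WT input and 16.8% ± 1.88 in WT IP (SD, n = 3). The shares were 9.66% ± 0.28 and 32.4% ± 5.26 in KD3 input and IP, and 8.82% ± 1.68 and 27.6% ± 3.83 in KD6 input and IP (SD, n = 3). Over the 3 conditions, the share was 17.6 percentage points higher in IP than in input (two-sided exact permutation within condition, p = 0.00025, the smallest p possible, n = 9 libraries per side). The rise was 11.2 points in WT, 22.7 in KD3 and 18.8 in KD6, each with an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. The rise in KD3 exceeded that in WT by 11.6 points and the rise in KD6 exceeded it by 7.60 points, each with an exact permutation p of 0.1 for the rises of same-letter libraries, the smallest that 3 rises against 3 allow. Over all 9 pairs of an IP and an input library per condition, the rise lay between 8.97 and 13.1 points in WT, 17.9 and 28.8 in KD3, and 13.3 and 23.4 in KD6. In percentage points, neither knockdown therefore overlapped with WT. The input share was itself higher in KD3 (9.66%) and KD6 (8.82%) than in WT (5.60%), and the rise in proportion to it was not compared. A larger rise in points therefore does not by itself show a stronger enrichment of these reads after the knockdown. These comparisons were chosen after the data were seen.

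A single miRNA, miR-21a-5p, singled out after its values were seen, held 36.7% ± 1.46 of miRNA reads in WT input and 7.65% ± 1.05 in WT IP (SD, n = 3). The let-7 list, 9 miRNAs of the let-7 family, held 18.2% ± 1.28 of miRNA reads in WT input and 38.7% ± 2.61 in WT IP. The corresponding let-7 shares were 16.8% ± 0.81 and 41.0% ± 2.80 in KD3, and 18.7% ± 4.19 and 44.8% ± 0.99 in KD6 (SD, n = 3). The first principal component of log2 abundance (CPM, reads scaled to the library's size), which held 87.9% of the variance, separated IP from input libraries, and the next held 3.79%. Replicates correlated with a Pearson r of at least 0.956 across miRNAs in 5 of the 6 groups, and the lowest r was 0.916, in KD6 input.

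**Figure D1:**
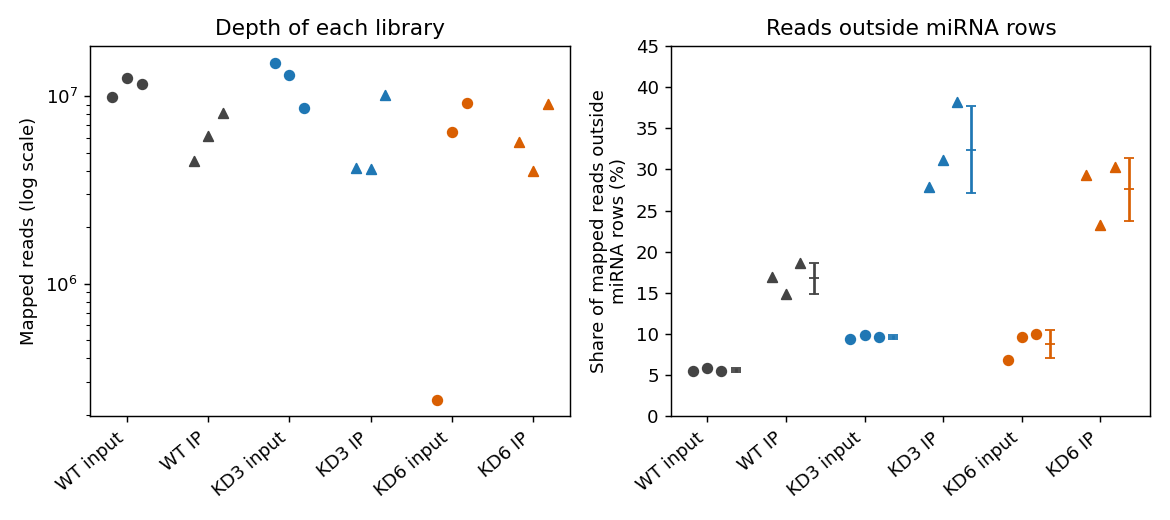
Mapped reads of each library on a log scale (left) and the share of mapped reads outside miRNA rows in percent (right), by condition and library type, with circles for input, triangles for IP, and a bar at the right of each group for the mean ± SD of 3 libraries. Replicate A of the KD6 input lies at 241109 reads, and the share is higher in IP than in input in every condition.

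The comparison of IP with input in WT cells asks which miRNAs the Ψ antibody enriched. Of 547 miRNAs tested, 382 passed an adjusted p of 0.05 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 214 higher and 168 lower in IP. All 3 IP libraries lay on one side of all 3 input libraries for 424 miRNAs (77.5%), against 10% by chance. The count moved most in a test for a change beyond 2-fold, which called 275. The split between higher and lower is relative to the scaling. It was 56.0% higher here, with a median log2 ratio of all miRNAs of 0.32, against 45.9% with the DESeq2-style factors (median −0.03), 42.1% with library size alone (median −0.18) and 38.7% with total mapped reads (median −0.36).

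By a rule set before the data were examined, the 3 largest changes in each direction among abundant miRNAs are named. The highest log2 ratios in WT were those of miR-92a-3p (3.32 ± 0.21 SE, adjusted p 1.1e-11), let-7d-3p (3.18 ± 0.22, 9.9e-11) and miR-485-5p (3.12 ± 0.21, 4.5e-11; edgeR quasi-likelihood, Benjamini-Hochberg, n = 3 libraries per group). The lowest were those of miR-381-3p (−5.95 ± 0.30 SE, adjusted p 5.8e-13), miR-455-5p (−5.13 ± 0.31, 9.4e-12) and miR-101a-3p (−5.12 ± 0.24, 4.2e-13; edgeR quasi-likelihood, Benjamini-Hochberg). Abundance of miR-92a-3p was 3849 ± 33.5 CPM in WT input and 38571 ± 2208 CPM in WT IP, and that of miR-381-3p was 1886 ± 208 CPM and 30.5 ± 7.06 CPM (SD, n = 3). In the mouse assembly GRCm38, the precursor row used for miR-92a-3p, 1 of 2 for this miRNA, lies on chromosome 14 from 115044427 to 115044506 in an exon of Mir17hg, and that of let-7d-3p on chromosome 13 from 48536012 to 48536114 in an exon of 6720427I07Rik. The hairpin of miR-485-5p lies on chromosome 12 from 109734902 to 109734974 in an exon of Mirg, and that of miR-381-3p on the same chromosome from 109726822 to 109726896, outside other annotated genes. The hairpins of miR-455-5p and miR-101a-3p lie on chromosome 4, from 63256851 to 63256932 in an intron of Col27a1 and from 101346945 to 101347027 in an exon of E130102H24Rik.

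In KD3, 392 of 547 miRNAs passed the threshold, 211 higher and 181 lower in IP, and in KD6 the numbers were also 392, 211 and 181 (edgeR quasi-likelihood, Benjamini-Hochberg). IP and input libraries did not overlap for 409 miRNAs (74.8%) in KD3 and for 324 (59.2%) in KD6, against 10% by chance. With library size alone the share of calls that were higher was 34.4% in KD6, against 53.8% with the factors used here, and with total mapped reads it was 34.1% in KD3, against 53.8%, and 28.1% in KD6. The highest log2 ratios in KD3 were those of miR-92a-3p (3.52 ± 0.21 SE, adjusted p 4.8e-12), let-7e-5p (3.20 ± 0.16, 5.2e-13) and miR-155-5p (3.00 ± 0.19, 2.3e-11; edgeR quasi-likelihood, Benjamini-Hochberg). The lowest in KD3 were those of miR-381-3p at −6.13 ± 0.30 (SE), miR-455-5p at −5.17 ± 0.31 and miR-101a-3p at −5.12 ± 0.24. In KD6, the highest were let-7d-3p at 4.08 ± 0.24 (SE), miR-1198-5p at 3.89 ± 0.25 and miR-92a-3p at 3.86 ± 0.21, and the lowest were miR-381-3p at −5.39 ± 0.29, miR-210-3p at −4.73 ± 0.24 and miR-30a-5p at −4.71 ± 0.21. Single libraries moved these values and the division in KD6. Without replicate A of the KD6 IP, let-7d-3p was at 3.06 and miR-1198-5p at 2.87, and without replicate A of the KD6 input miR-92a-3p was at 2.82. The share of calls that were higher fell to 39.3% without replicate A of the KD6 input, 40.3% without replicate A of the KD6 IP and 39.0% without replicate B of the KD6 IP, with medians of all miRNAs of −0.53, −0.44 and −0.45 against 0.21. Across all 3 conditions, 316 miRNAs passed the threshold with the same direction, 174 higher and 142 lower, and none passed it in opposite directions. Across miRNAs, which are not independent replicates, the log2 ratios correlated with a Pearson r of 0.923 between WT and KD3, 0.899 between WT and KD6, and 0.883 between KD3 and KD6.

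**Figure D2:**
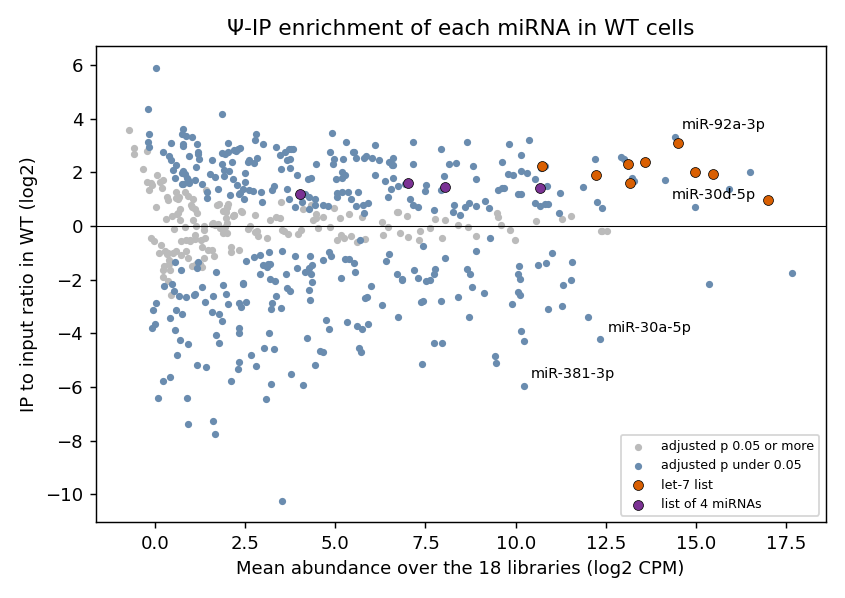
Log2 ratio of IP to input in WT cells (vertical axis) against mean abundance in log2 CPM over the 18 libraries (horizontal axis) for 547 miRNAs, with the let-7 list and the list of 4 miRNAs in colour. Ratios run from miR-381-3p at −5.95 to miR-92a-3p at 3.32 among the miRNAs named by rule, and miR-30a-5p and miR-30d-5p, labelled after their values were seen, lie at −4.22 and 1.72.

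The let-7 list was tested as a set because the study described the family as carrying Ψ. In WT, its median log2 ratio was 1.99, from 0.95 for let-7i-5p to 3.09 for let-7e-5p, with all 9 members higher in IP (adjusted p = 1.5e-07 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg). The median was 1.67 above that of all miRNAs tested. Outside the list, let-7j was at 0.90. All 9 members passed the threshold over all miRNAs, and 9 did when adjusted over the list alone. The study chose the family on these libraries, so neither count is independent evidence. The median moved most without the abundance filter, to 1.15. Estimated counts of let-7a-5p, let-7c-5p and let-7f-5p are for 1 of 2 precursor rows each, between which shared reads were divided, and the members differ by few bases, so their individual values are uncertain. The value of let-7i-5p, which has 1 row, fell to 0.29 when copies of each miRNA were summed, 0.26 with total mapped reads and 0.11 without the filter, none past the threshold, and it was not past it beyond 2-fold. The median of all miRNAs fell in those 3 settings as well, from 0.32 to −0.35, −0.36 and −0.13. The list of 4 miRNAs that the study described as changed by the knockdown was miR-16-5p, miR-20a-5p, miR-30c-1-3p and miR-342-3p. Their median in WT was 1.43, from 1.17 to 1.62, with all 4 past the threshold over all miRNAs and 4 adjusted over the list alone (adjusted p = 0.00043 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg). Without the abundance filter the median was 0.60 and no longer past 0.05 by fry before adjustment. Of the 4, miR-16-5p, miR-20a-5p and miR-30c-1-3p did not pass over all miRNAs with copies summed, with total mapped reads or beyond 2-fold, miR-16-5p did not with library size alone, and miR-30c-1-3p did not without the filter. Neither of these WT calls held under camera with an estimated correlation between miRNAs. For IP against input, the unadjusted camera p of the let-7 list was 0.065 in WT, 0.047 in KD3 and 0.022 in KD6. That of the list of 4 was 0.36, 0.33 and 0.78 in the same order. The KD3 and KD6 values lie outside the 6 set tests.

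The change in IP enrichment between conditions, tested as an interaction, asks whether the knockdown altered Ψ-IP enrichment. No miRNA passed the threshold in KD3 against WT, where 17 had an unadjusted p under 0.05. None passed it in KD6 against WT, where 98 had an unadjusted p under 0.05 and the smallest adjusted p was 0.173 (edgeR quasi-likelihood, Benjamini-Hochberg). With total mapped reads as the library size, an alternative added after the data were seen, 51 miRNAs passed in KD6 against WT, all lower, and DESeq2 called 31, of which 27 were higher. Leaving out replicate A of the KD6 input gave 5 calls and leaving out replicate C of the KD6 IP gave 19. In KD6 against KD3, 1 miRNA passed, miR-17-3p (adjusted p = 0.0179, edgeR quasi-likelihood, Benjamini-Hochberg), and 109 had an unadjusted p under 0.05. It was named after its value was seen, since its mean of 9.92 CPM is below the minimum of the naming rule. Its estimated counts were 5, 8 and 23 in the KD3 IP libraries and 1, 0 and 0 in the KD6 IP libraries, at or under the floor of 3 counts, against 132 to 238 and 8 to 279 in the inputs. The call was lost without replicate C of the KD3 IP (adjusted p = 0.118) and without replicate B of the KD6 IP (0.0605; edgeR quasi-likelihood, Benjamini-Hochberg). Without replicate A of the KD6 input there were 14 calls, and without replicate C of the KD6 IP there were 46.

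The let-7 list changed by a median log2 ratio of 0.09 in KD3 against WT, with 7 members up and 2 down (adjusted p = 0.781 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg). Fitted on the 12 libraries compared alone, the median was 0.35 and past 0.05 by fry before adjustment. Without replicate C of the KD3 IP it was −0.02. In KD6 against WT the let-7 median was 0.59, from 0.15 for let-7e-5p to 1.11 for let-7d-5p, with 9 of 9 members higher (adjusted p = 0.0116 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg). No member passed the threshold over all miRNAs, 5 had an unadjusted p under 0.05, and 5 passed adjusted over the list alone. In DESeq2, 5 members passed over all miRNAs, let-7a-5p, let-7c-5p, let-7d-5p, let-7f-5p and let-7i-5p, and in edgeR let-7f-5p did without replicate A of the KD6 input. Relative to the median of all miRNAs, the change was 0.50, and it lay between 0.31 and 0.72 over the settings tried, while the unadjusted median was 0.17 with library size alone and 0.03 with total mapped reads. Under those settings let-7b-5p (−0.08 and −0.22) and let-7e-5p (−0.31 and −0.46) changed direction, and with total mapped reads let-7g-5p (−0.09) and miR-98-5p (−0.07) did too. Abundance of let-7f-5p, a member with an unadjusted p of 0.00105 in the edgeR quasi-likelihood test, was 16217 ± 1037 CPM in WT input and 61822 ± 6348 CPM in WT IP, and 15026 ± 1792 CPM in KD6 input and 100458 ± 9630 CPM in KD6 IP (SD, n = 3).

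The list of 4 miRNAs changed by a median of 0.06 in KD3 against WT, with 2 members up and 2 down (adjusted p = 0.901 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg). Its direction differed with the fit, as the median was −0.29 without replicate C of the KD3 IP. In KD6 against WT its median was −0.99, from −1.34 for miR-342-3p to −0.44 for miR-20a-5p, with 4 of 4 members lower (adjusted p = 0.0537 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg). The set test was past 0.05 before adjustment and not after it. No member passed over all miRNAs, 2 had an unadjusted p under 0.05, and 2 passed adjusted over the list alone, which is not independent evidence because the study chose these miRNAs on these libraries. Over all miRNAs, miR-342-3p passed in DESeq2, without the abundance filter, with total mapped reads and without replicate C of the KD6 IP, and miR-30c-1-3p passed with total mapped reads. The median in KD6 itself was 0.37, with 1 of 4 members past the threshold, against 1.43 in WT. Relative to all miRNAs the change was −1.09, between −1.24 and −0.79 over the settings tried. In 9 of the 12 fits that each left out one library it was not past 0.05 by fry even before adjustment. Without replicate C of the KD6 input the median was −0.72, and without replicate A, where it stayed past 0.05 before adjustment, it was −1.24. In the same fits miR-20a-5p was at −0.09 without replicate C and −0.93 without replicate A. The values of miR-16-5p were −0.37 and −1.38. Abundance of miR-342-3p was 82.4 ± 6.83 CPM in WT input and 253 ± 63.8 CPM in WT IP, and 87.3 ± 20.1 CPM in KD6 input and 109 ± 51.2 CPM in KD6 IP (SD, n = 3). Its hairpin lies on chromosome 12 from 108658620 to 108658718 in an intron of Evl. In KD6 input, miR-30c-1-3p averaged 12.6 ± 0.91 CPM, which in replicate A rested on 3 estimated counts, and its mean over the 18 libraries was 16.3 CPM.

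**Figure D3:**
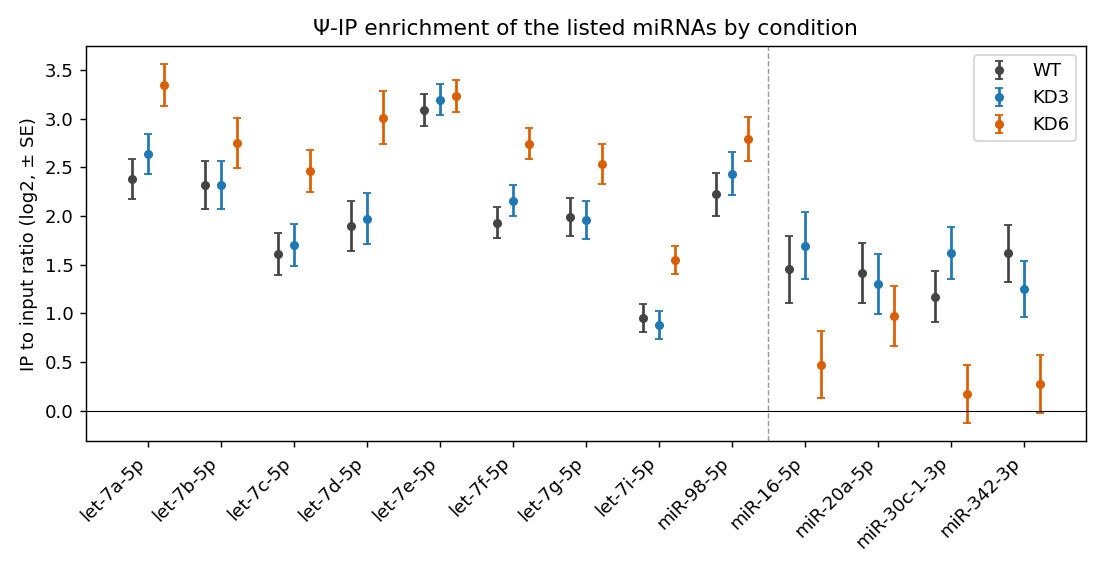
Log2 ratio of IP to input (vertical axis, points ± SE of the edgeR fit, n = 3 libraries per group) for the 9 miRNAs of the let-7 list and, right of the dashed line, the list of 4, in WT, KD3 and KD6. The list of 4 has a median of 1.43 in WT and 0.37 in KD6, and the let-7 list one of 1.99 and 2.75. With library size alone, let-7b-5p and let-7e-5p are lower in KD6 than in WT.

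The input libraries give the abundance of each miRNA against which the IP is read. In KD3 against WT input, no miRNA passed the threshold and 40 had an unadjusted p under 0.05 (smallest adjusted p 0.0552, edgeR quasi-likelihood, Benjamini-Hochberg). By the correlation rule the replicate letters pair these libraries, and with the letter as a term 1 miRNA passed. Fitted on the 6 libraries compared alone, 74 passed without the letter and 86 with it, the latter an alternative added after the data were seen. The KD3 and WT inputs did not overlap for 172 miRNAs (31.4%), against 10% by chance.

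In KD6 against WT input, 14 miRNAs passed, 7 higher and 7 lower, and the groups did not overlap for 124 miRNAs (22.7%), against 10% by chance. Those named by rule were miR-669c-5p (log2 ratio 1.16 ± 0.19 SE, adjusted p 0.00228), miR-206-3p (0.99 ± 0.18, 0.00322), miR-183-5p (−0.98 ± 0.18, 0.00322), miR-423-5p (−0.92 ± 0.18, 0.00511) and miR-423-3p (−0.92 ± 0.19, 0.00936; edgeR quasi-likelihood, Benjamini-Hochberg, n = 3). Without replicate C of the KD6 input no miRNA passed, and 26 passed without replicate A. Leaving out any other of these libraries gave 2 to 5 calls. Of the named miRNAs, all 5 lost significance without replicate C of the KD6 input, miR-206-3p and both arms of miR-423 without replicate A of the WT input, and both arms of miR-423 without replicate B of the WT input. Abundance of miR-669c-5p was 420 ± 57.9 CPM in WT input and 930 ± 212 CPM in KD6 input, and that of miR-183-5p was 804 ± 18.1 CPM and 411 ± 36.4 CPM (SD, n = 3). The hairpin of miR-669c-5p lies on chromosome 2 from 10509296 to 10509404 in an intron of Sfmbt2, and that of miR-183-5p on chromosome 6 from 30169668 to 30169737, outside other annotated genes. In KD6 against KD3 input, 12 miRNAs passed, 7 higher and 5 lower, and the groups did not overlap for 119 (21.8%), against 10% by chance. Those named by rule were miR-206-3p (1.18 ± 0.18 SE, adjusted p 0.000785), miR-669c-5p (1.10 ± 0.19, 0.0022), miR-183-5p (−0.78 ± 0.18, 0.019), miR-1981-5p (−1.20 ± 0.28, 0.019) and miR-214-3p (−0.84 ± 0.20, 0.019; edgeR quasi-likelihood, Benjamini-Hochberg). Without replicate A of the KD6 input 41 passed, and leaving out any other library gave 1 to 4 calls, in which miR-183-5p, miR-1981-5p and miR-214-3p lost significance each time. Without replicate A of the KD3 input, miR-669c-5p lost it too. The replicate letter as a term together with a removed GC trend, added after the data were seen, left 4 calls. Both comparisons share the KD6 input libraries, so calls in common are not separate evidence. The main model used a dispersion estimated over all 18 libraries, unlike the fits on fewer libraries.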

Values the study reported

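The study reported that several miRNAs of NIH/3T3 cells carried Ψ, members of the let-7 family among them, and that let-7 did not respond to the knockdown of PUS1. It described 4 other miRNAs with Ψ as strongly affected by the knockdown. The study also backed the let-7 result by qPCR, and detected Ψ after IP with the antibody by mass spectrometry and dot blots. None of these experiments was examined here.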

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

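The fry tests on the 2 lists, the interaction tests and the alternatives not listed as added were set before the data were examined. The tests of explanations for the 2 lists and for miR-17-3p, the random lists matched on GC content among them, were chosen only after the results were seen. The ranges of the rise in shares and the reads per distinct sequence were chosen then too. The test on shares of sequences was chosen before.

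Enrichment differed between KD6 and KD3 for 1 miRNA, miR-17-3p (adjusted p = 0.0179, edgeR quasi-likelihood interaction, Benjamini-Hochberg, lower in 3 of 3 KD6 IP libraries than in any KD3 IP library). The largest estimated count of miR-17-3p in any KD6 IP library was 1, which few reads by chance and a real decrease would both give, so these cannot be told apart by it. Of 100 ways to relabel the conditions, drawn at random within IP and within input with the real one included, 19 gave at least 1 call, the real one among them, and the largest number was 89. Some of these relabellings leave the IP labels as they were and swap the inputs, so they carry part of a difference between conditions and are not free of it. The call was lost without replicate C of the KD3 IP or replicate B of the KD6 IP, and sampling of few molecules may play a part. Abundance of miR-17-3p was 0.73 ± 0.42 CPM in WT IP, 2.87 ± 0.90 in KD3 IP and 0.14 ± 0.24 in KD6 IP (SD, n = 3). The inputs were at 16.3, 15.0 and 24.5 CPM. A higher value in KD3 IP than in WT IP may therefore form part of the difference. An effect of the longer knockdown remains possible and was not tested separately.

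The let-7 list differed between KD6 and WT, with a median change in log2 enrichment of 0.59 (adjusted p = 0.0116 over 6 set tests, fry on the edgeR quasi-likelihood model, Benjamini-Hochberg, higher for 9 of 9 members). Without replicate A of the KD6 input, the library with few reads, the median was 0.51, which speaks against its low depth as the cause of the median. Members differed, with let-7a-5p, let-7d-5p and let-7f-5p at 0.63, 0.67 and 0.72 without that library. In that fit let-7b-5p fell from 0.43 to 0.0026, let-7g-5p from 0.54 to 0.19 and miR-98-5p from 0.57 to 0.21. The value of let-7e-5p went from 0.15 to −0.065. For let-7b-5p, let-7e-5p, let-7g-5p and miR-98-5p, low depth therefore stays open. Of 4 other scalings, RLE and upper-quartile factors kept the list past 0.05 by fry before adjustment. The list median was 0.17 with library size only and 0.025 with total mapped reads, neither past 0.05, so scaling may account for it. After a GC trend was removed per library, the median was 0.30 and no longer past 0.05 by fry before adjustment, so GC content may account for part of it. Against that, random lists of other abundant miRNAs with the same GC content reached the observed median in 3.94% of 10000 draws, with a typical median of 0.21. Of 100 relabellings of the conditions, with the same reservation, 17 gave a median as far from 0. What stays open is the scaling, a GC-related bias, a chance division of the libraries, and low depth for the members named above. An effect of the knockdown on these miRNAs or on the rest of the pool, which the design names but no test here isolates, stays open too.

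The list of 4 miRNAs differed between KD6 and WT, with a median of −0.99 that was past 0.05 by fry only before adjustment (adjusted p = 0.0537 over 6 set tests, edgeR quasi-likelihood model, Benjamini-Hochberg, lower for 4 of 4 members). Without replicate A of the KD6 input the median was −1.24, against low depth of that library. With the GC trend removed it was −1.003 and still past 0.05 by fry before adjustment, and 0 of 10000 random lists matched on GC content fell as far, against GC content. Under 4 other scalings it lay between −1.67 (total mapped reads) and −0.82 (upper-quartile factors), each time past 0.05 by fry before adjustment, against scaling. Of 100 relabellings of the conditions, with the same reservation, 5 gave a median as far from 0, so a chance division of the libraries stays open. It was no longer past 0.05 by fry in 9 of 12 fits that each left out one library, with −0.72 nearest to 0, without replicate C of the KD6 input. Lower Ψ on these miRNAs after the knockdown may underlie the decrease, but the study chose the list on these libraries, and a list chosen for its change would show one here in any case.

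A signal lay in reads that the comparisons of miRNAs do not use. The share of mapped reads outside miRNA rows was 17.6 percentage points higher in IP than in input (two-sided exact permutation within condition, p = 0.00025, the smallest possible, n = 9 per side). The share of distinct sequences outside miRNA rows rose by 13.5 points as well (exact permutation within condition, p = 0.00025, n = 9 per side), and the reads per distinct sequence outside miRNA rows rose too, from 5.00 to 7.90 in WT, 9.89 to 15.3 in KD3 and 7.87 to 18.3 in KD6. The part of a few abundant sequences in the rise of the share therefore stays open. Replicate A of the KD6 input, the library with few reads, had 3.95 reads per distinct sequence outside miRNA rows, against 9.89 in B and 9.76 in C. Its share of distinct sequences there was 46.7%, against 63.5% and 66.2%. That library therefore enlarges the KD6 rises in both measures, and with them the 13.5 points. Over all 9 pairs of an IP and an input library per condition, the rise in the share of reads was at most 13.1 points in WT and at least 17.9 in KD3 and 13.3 in KD6, a difference for which 3 same-letter rises against 3 allow no exact permutation p under 0.1. The input share was also higher in both knockdowns than in WT, and the rise in proportion to it was not compared. The larger rise in points thus does not by itself show stronger enrichment after the knockdown. The rise in the share of sequences overlapped between KD3 (7.63 to 15.1 points) and WT (8.21 to 10.8), and was at least 11.9 in KD6. The table does not say which RNAs these reads come from. Other small RNAs that carry Ψ, such as fragments of tRNA or rRNA, are a candidate source, and so is unspecific capture, which libraries of an IP without the antibody would be needed to exclude.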

How the results depend on the processing

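Alternatives chosen only after the data were seen were total mapped reads as library size, copies summed, the removed GC trend, and the letter block on the libraries compared or with the GC trend. The cause of the changes below was not tested, except where a stricter threshold gives fewer calls by construction or fewer miRNAs were tested.

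The total of IP calls, higher and lower together, stayed within 1.5 times in all 3 conditions over the alternatives, except for KD3 in the test beyond 2-fold, which called 260 against 392. The numbers in each direction moved more: without the filter, WT had 134 higher and 259 lower against 214 and 168, and with total mapped reads KD3 had 124 higher against 211, and KD6 110 higher and 282 lower against 211 and 181. The share of higher calls in WT was 34.1% without the filter and 38.8% with copies summed, against 56.0%. Of 620 values for named miRNAs in IP against input, 605 kept their direction and side of the threshold and 15 lost significance. Over the comparisons other than the change in KD3 against WT, 1174 such values were counted. Of these, 1084 kept both, 70 lost significance, 11 gained it and 9 reversed. Single miRNAs were not followed across the alternatives for the change in KD3 against WT.

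The let-7 and 4-miRNA medians in WT, 1.99 and 1.43, were 1.63 and 1.08 with DESeq2-style (RLE) factors in edgeR. They were 1.52 and 0.96 with a mean of at least 10 counts, and 1.48 and 0.92 with library size only. With only the libraries compared they were 1.38 and 0.82, and with copies summed 1.33 and 0.77. They were 1.30 and 0.74 with total mapped reads, and 1.15 and 0.60 without the filter, where the list of 4 lost its call by fry. Relative to the median of all miRNAs they lay between 1.28 and 1.83 and between 0.72 and 1.25 over 18 settings, both lowest without the filter. Under camera, none of 4 fry calls held: these were let-7 in WT (median 1.99), the list of 4 in WT (1.43), let-7 in KD6 against WT (0.59) and the list of 4 in KD6 against WT (−0.99).

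Here a set counts as called when fry gives an unadjusted value under 0.05. Let-7 in KD6 against WT lost its call at a median of 0.17 with library size only, 0.025 with total mapped reads and 0.30 with the GC trend removed. The list of 4 lost it at −0.84 with only the libraries compared and −0.86 with copies summed. Let-7 in KD3 against WT gained one at 0.35 with only the libraries compared. The list of 4 in KD3 against WT reversed to −0.020 with the letter block, −0.0081 with the IP and input pair as a block, and −0.038 with total mapped reads, around a value of 0.06. The let-7e-5p KD6 vs WT change in IP enrichment reversed to −0.31 with library size only, −0.000943 without the filter, −0.46 with total mapped reads and −0.14 with the GC trend removed, that of let-7b-5p to −0.076 and −0.22 under library size and total mapped reads, and those of let-7g-5p (−0.094) and miR-98-5p (−0.073) under total mapped reads. Scaling moved the median of all miRNAs in KD6 against WT from 0.10 to 0.26 with RLE, −0.41 with library size and −0.56 with total mapped reads. Relative to it, which removes a common shift by construction, the let-7 change kept its sign in all 24 settings (0.31 to 0.72) and so did that of the list of 4 (−1.24 to −0.79).

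Calls for the change in KD6 against WT numbered 13 without the filter, all lower, 31 in DESeq2, 27 of them higher, and 51 with total mapped reads, all lower, against 0, where 98 miRNAs had an unadjusted p under 0.05. In KD3 against WT the count was 1 without the filter, against 0 and 17 at an unadjusted p under 0.05. In KD6 against KD3, against 1, which was lower, it was 13 with library size only, 22 without the filter and 8 with total mapped reads, all lower, 22 in DESeq2, of which 16 were higher, and 0 beyond 2-fold (27 unadjusted) or at an adjusted p under 0.01 (109 unadjusted). KD3 against WT input had 1 call with library size only, 5 without the filter, 10 in DESeq2 and 74 with only the libraries compared, against 0. KD6 against WT input had 30 calls in DESeq2, 5 at an adjusted p under 0.01, 23 with copies summed and 0 beyond 2-fold (8 unadjusted), against 14. KD6 against KD3 input had 22 with RLE, 24 without the filter, 33 in DESeq2, 3 at an adjusted p under 0.01, 24 with copies summed and 0 beyond 2-fold (8 unadjusted), against 12. Of the 14 calls in KD6 against WT input, 7 were higher, against 10 of 30 in DESeq2, 6 of 17 with RLE, 4 of 15 with upper-quartile factors, 2 of 23 with copies summed and 15 of 21 without the filter. In KD6 against KD3 input 7 of 12 were higher, against 11 of 33, 7 of 22, 5 of 12, 7 of 24 and 16 of 24 in the same order, with 9 of 12 for library size only and 10 of 11 for total mapped reads.

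By the correlation rule, the letters pair the libraries in the input comparisons of KD3 with WT and of KD6 with KD3. For KD3 against WT input, the replicate block gave 1 call with all libraries, 86 on its own libraries, and 0 with the GC trend removed (32 unadjusted). For KD6 against KD3 input it gave 11, 8, and 4 with the GC trend removed. It moved no other count of these comparisons by over 1.5 times, though on its own libraries miR-183-5p and miR-214-3p lost their calls in KD6 against KD3 input, and with the GC trend removed so did miR-1981-5p with them. Elsewhere the libraries share only a letter: same-letter correlations ran from −0.15 to 0.03 in WT IP against input, −0.07 to 0.38 in KD3, −0.18 to 0.52 in KD6, and 0.06 to 0.43 for KD6 against WT input, and from −0.18 to 0.61 over the changes in enrichment. There the letter block gave 379, 392 and 393 calls for IP against input, 0, 0 and 1 for the changes, and 15 for KD6 against WT input, and the IP and input pair block gave 369, 368 and 362, and 0, 0 and 1.

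Across the fits that each left out one replicate, KD6 against WT input had from 0 calls (without KD6 input C) to 26 (without KD6 input A), KD6 against KD3 input from 1 (without KD3 input A) to 41 (without KD6 input A), the change in KD6 against WT from 0 to 19 (without KD6 IP C), with 5 without KD6 input A, and that in KD6 against KD3 from 0 (without KD3 IP C or KD6 IP B) to 46 (without KD6 IP C), with 14 without KD6 input A. The list of 4 in KD6 against WT ran from −1.28 (without KD6 IP C) to −0.72 (without KD6 input C) and lost its call in 9 of 12 fits, and let-7 from 0.48 to 0.74. In KD3 against WT, let-7 ran from −0.024 to 0.25 and the list of 4 from −0.29 to 0.28, both lowest without KD3 IP C. Without KD6 input A, let-7e-5p in KD6 against WT was −0.065, the lowest value, and the highest was 0.24.

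Depth limits replicate A of the KD6 input, at 241109 mapped reads, and the comparisons that use it. The simulations called 26.4% of 2-fold changes in enrichment, so a count of 0 leaves changes of that size open for single miRNAs. With 182 miRNAs changed 2-fold the simulation gave 50 calls. Its IP and input shared one baseline rate per miRNA, unlike these libraries, so it does not settle whether that many changed.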

Other observations

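The tests on near-identical miRNAs and on miRNAs at an unadjusted p, the list medians under other divisions of the libraries, and the repeats of other tests on a subset or with a covariate were chosen only after the results were seen.

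The number of miRNAs past the threshold for a change in IP enrichment in KD6 against WT was 0, with 98 at an unadjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). Leaving out replicate A of the KD6 input, which holds few reads, gave 5 calls, but with 0 to lose this cannot show whether its low depth creates calls, and it may hide some. Of the 98, 83 kept an unadjusted p under 0.05 and their direction without it, which speaks against its low depth as the source of the set. The other 15 kept their direction, and leaving out any other library of these groups lost between 19 and 43, so for these 15 low depth cannot be told apart from the smaller number of libraries. The change did not follow GC content across 521 miRNAs (Spearman rho 0.0286, permutation p = 0.514, adjusted over 7 relations 0.6 by Benjamini-Hochberg; Pearson r 0.0388, p = 0.375). The relation is across miRNAs, which are not independent replicates.

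Other divisions of the libraries were fitted in the same way. For IP against input, the real division was 1 of 10 to give as many calls in WT, in KD3 and in KD6, the share of 1 in 10 being the smallest that 3 libraries against 3 allow, and the next largest numbers were 0, 0 and 26. The WT medians of the let-7 list and of the list of 4 were also reached by 1 of 10, with next largest medians of 0.76 and 0.72. For KD3 against WT input, 10 of 10 divisions gave at least the 0 calls seen, where 40 miRNAs had an unadjusted p under 0.05. For KD6 against WT input 1 of 10 gave 14 calls and the next largest was 1, and for KD6 against KD3 input 1 of 10 gave 12 and the others 0. In the paired input comparisons, the real division parts all 3 same-letter pairs, as 3 of the others do, and these gave 0 calls. For the change in enrichment, 100 of 100 relabellings gave at least the 0 calls seen in KD3 against WT (none gave more, 17 at an unadjusted p under 0.05) and 100 of 100 the 0 calls in KD6 against WT, with up to 77. The let-7 median in KD3 against WT was reached by 42 of 100 and that of the list of 4 by 91 of 100.

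Enrichment in WT cells differed widely between miRNAs, and sequence features were tested as sources. GC content correlated weakly with the log2 ratio across 521 miRNAs (rho 0.175, permutation p = 6e-05, adjusted over 7 relations 0.00042 by Benjamini-Hochberg; r 0.173, p = 0.00012), but not among 148 miRNAs with at least 100 CPM (rho −0.0301, p = 0.717). With the GC trend removed, the let-7 median was 2.24, so GC content was not the source of that enrichment. Uridine content showed no relation over all miRNAs (rho 0.0613, permutation p = 0.163, adjusted 0.285 by Benjamini-Hochberg), which speaks against more uridines alone giving more enrichment, while among the 148 abundant miRNAs rho was 0.296 (p = 0.00028, adjusted 0.000653 by Benjamini-Hochberg), so for these a part played by uridine stays open. miRNAs that begin with U had a median log2 ratio 0.84 above the others (216 of 521 miRNAs, two-sided permutation p = 0.00117), 0.76 among abundant miRNAs (p = 0.0478) and 0.78 with the let-7 list left out (p = 0.00308). A Ψ at the 5′ nucleotide is a candidate explanation, and ligation that favours some end bases is another, but input libraries share that bias. The arms of one hairpin had correlated ratios (157 hairpins, rho 0.299, permutation p = 0.00022, adjusted 0.000653 by Benjamini-Hochberg; r 0.265, p = 0.00086), and rho stayed at 0.294 with GC content taken out of the ranks (p = 0.00023). This is consistent with modification of the shared precursor, and also with complementary arms that resemble each other in composition.

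Pairs of miRNAs whose sequences differ at 1 or 2 positions were closer in WT log2 ratio than pairs of shuffled values (30 pairs of 36 abundant miRNAs, median gap 0.51 against 1.97, permutation p = 0.0001, the smallest that 10000 shuffles give). With the let-7 list left out, the median gap was 0.53 over 15 pairs, and no permutation test was run on these alone. The ratio may follow the sequence as a whole. Reads divided between miRNAs this similar could also bring their ratios together, and this was not tested. There were 4 pairs more than 2 apart, the smallest of these gaps being 2.92. They were picked for their gap, so this does not test composition for them, which stays open. Named after their values were seen, they were miR-100-5p (0.71) and miR-99a-5p (−2.21), miR-17-5p (−2.85) and miR-20a-5p (1.42), miR-30a-5p (−4.22) and miR-30d-5p (1.72), and miR-30d-5p and miR-30e-5p (−4.85). The sequences of miR-30a-5p and miR-30d-5p differ by T12C (DNA letters, position counted from the 5′ end). How the pipeline assigned reads to miRNAs this similar was not tested, and no biological explanation was tested for these pairs.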
